A study of Mus musculus with 44 samples.

How the data were processed

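RNA sequencing was performed on ovarian follicles of CD-1 mice, an outbred laboratory strain. Per the labels, RNA was isolated with a kit made for small inputs, poly-A RNA was selected on oligo-dT beads, and cDNA was primed with random hexamers. The follicles had been exposed to PFNA (perfluorononanoic acid, a per- and polyfluoroalkyl substance) either during gonadotropin-dependent maturation or during ovulation induced with hCG (human chorionic gonadotropin), and each window had its own controls, treated with the solvent DMSO in the maturation window and with hCG in the ovulation window, per the labels. The labels put 44 samples into 4 groups: 11 controls and 10 PFNA samples of the maturation window, and 12 controls and 11 PFNA samples of the ovulation window. The dose, the exposure times and the dates of the experiments are not given in the labels.

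The authors deposited a gene table for each window. The maturation table is named as raw counts, but the values the authors deposited are TPM (transcript abundances divided by transcript length), scaled within each library to a fixed total before deposition, as found from the values themselves. Each of its 21 libraries summed to 1000000, 78.0% of the values were not whole numbers, and the ratio of its control means to those of the ovulation window fell with transcript length (slope -1.25 on log2 scales over 7644 genes, Spearman correlation across genes -0.559). The number of reads behind each value is unknown. In the ovulation table the authors deposited estimated counts, of which 8.09% were not whole numbers, so they were rounded to whole numbers before testing. Neither the labels nor the file headers state the aligner, the counting tool, the use of strand or the annotation version. Gene positions in the maturation table matched GENCODE M21 on GRCm38 (99.39% of matched symbols had the same start), whereas 37.2% did in the ovulation table, so the gene models of both tables differed. Coordinates are 1-based on GRCm38 from the maturation table, with the end taken as the position before its stop. The maturation table has 22674 genes and the ovulation table has 18274 genes, with 16727 symbols in common. Symbols turned into dates, 24 and 26 in the respective tables, were left out of the genes named. No row of either table lies on the mitochondrial chromosome. No column of per-sample values was left unused.

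Columns were joined to samples by title. The title of maturation control replicate 6 matched no column, and the column left over differed from it by a letter. It was taken as that sample, and counts of changed genes without it are given in the closing section. Maturation control replicate 4 was not analysed here. Libraries of a group were compared in pairs to find a library deposited more than once. Each ovulation pair differed by more than sampling noise, with a chi-square per degree of freedom of at least 7.54. For TPM sampling noise is unknown, and the highest correlation of log2(TPM + 1) within a maturation group was 0.981, so no library was identical to another.

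The planned test was edgeR's quasi-likelihood test on counts in both windows. It was used for the ovulation window (edgeR 4.0.16 in R 4.3.3, filterByExpr, TMM normalization, robust = TRUE). Because the maturation table holds TPM, that window was tested with limma 3.58.1 on log2(TPM + 1), with an intensity trend and robust = TRUE, over genes with a mean of at least 1 TPM. Fold changes of that window are on the log2(TPM + 1) scale, which understates the change of low genes. The planned single fit of the 4 groups could not be made across differing units. The difference between windows was tested per gene as the PFNA effect on log2(TMM-normalized CPM + 1) in the ovulation window minus that on log2(TPM + 1) in the maturation window, each fitted with limma within its own table, with Satterthwaite's degrees of freedom. P-values were adjusted with the Benjamini-Hochberg method, and an adjusted p under 0.05 was called. Levels were not compared across tables.

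Before the data were examined, 7 gene lists, the named genes, the tests and a set of alternatives were fixed. The lists (PPAR targets, follicle maturation, ovulatory, oocyte, cholesterol synthesis, ATF4 stress response and proliferation) were tested with camera at a preset inter-gene correlation of 0.01, two-sided, with adjustment over 14 tests. A library's list score is the mean over members of the log2 value minus the mean of the controls. The genes named were, per window, the 5 higher and 5 lower with the smallest p among genes with adjusted p under 0.05, an absolute log2 fold change of at least 1, a mean of at least 10 CPM or TPM in a group and a symbol not of the Gm-number or Rik kind. To these were added the 3 higher and 3 lower genes of the difference between windows, the member of each list with the smallest p in each window, and a panel of 16 receptor, steroidogenic and ovulatory genes whatever their result. A gene that met this rule is not reported here. Of the 49 genes named, 8 overlap another gene of the maturation table (Bcar3, Cemip2, Cyp11a1, Etfdh, Has2, Jun, Nt5c3b and Vcan), and their values are uncertain to that extent, since the use of strand is not stated. Shares and totals were compared with two-sided permutation tests of 100000 resamples. A T-cell list of 26 genes and a heat-shock list of 18 genes were written later, for the closing section.

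The ovulation libraries held from 10600931 to 19511531 counts (median 14614890). The tests were tested on simulated data drawn from the real means with 200 genes changed by 1 on the log2 scale. edgeR recovered 79.5% of them among 12774 genes, with 5.36% of calls false. limma recovered 95% among 13349 genes with 5.47% false, and the difference test 95.5% among 6674 genes with 5.45% false. For limma and the difference test the changed genes were drawn from more abundant genes only, so their recovery is not comparable with that of edgeR. Noise was drawn per gene, independently, from the spread of controls. In the real data 29.4% of maturation and 73.2% of ovulation genes were called, far more than were simulated, so the false shares need not hold there.

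The alternatives covered the size factors, filters on low values, robust fitting, sample quality weights, limma-voom, DESeq2 1.42.0, a replicate block, the oocyte transcript share as a covariate, fry, and camera with an estimated correlation. Chosen after seeing the data were the pseudocounts 0.1 and 5, size factors for TPM, filters on TPM, rescaling without mitochondrial-like genes, removal of GC and length trends with lowess (transcript sequences of GENCODE M21 covered 98.25% and 98.69% of tested genes), and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.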

Results

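Gene expression was measured in 44 libraries of mouse ovarian follicles in a maturation window and an ovulation window. In the maturation window 11 control and 10 PFNA libraries were compared, in TPM, for which the sequencing depth is unknown. In the ovulation window 12 control and 11 PFNA libraries were compared, all of which had received hCG according to the labels. Their totals were 14.1 ± 1.30 (SD, n = 12) in controls and 14.9 ± 2.18 (SD, n = 11) with PFNA, in units of 1e+06 counts, which did not differ (permutation p = 0.337, two-sided, adjusted p = 0.337 over 4 shares and totals). Library totals of the maturation window are fixed by the scaling and were not compared. The labels give no batch, so none could be separated from the groups.

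In the principal component analysis of the maturation window, the first component held 28.6% of the variance. PFNA replicates 1 and 2 had first-component scores of -18.1 and -10.6, within the control range of -37.7 to -7.60, and the other PFNA libraries lay between 33.4 and 48.8. In the ovulation window the first component held 56.5% of the variance and parted every control from every PFNA library.

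**Figure D1:**
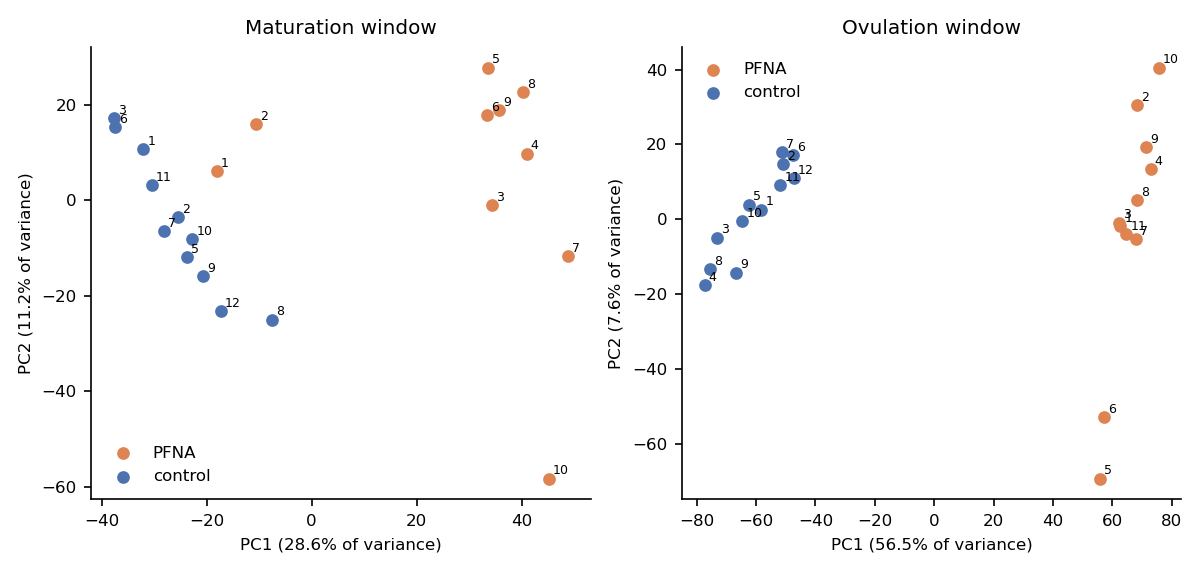
Principal components of log2 expression for the maturation window (left) and the ovulation window (right), with each library as a point numbered by replicate, controls in blue, PFNA in orange and the share of variance on each axis. PFNA replicates 1 and 2 of the maturation window lie at -18.1 and -10.6 on the first component, among the controls.

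The question of the first comparison was which transcripts PFNA changed during gonadotropin-dependent maturation. Of 13712 genes tested with limma, 4030 had a Benjamini-Hochberg adjusted p under 0.05, 1824 higher and 2206 lower. After rescaling without mitochondrial-like genes 2725 were higher and 1878 lower, so neither direction held the majority under both scalings. A change of at least 2-fold was found for 654 genes, of which 132 were higher and 522 lower. The alternative that moved the count most was the oocyte transcript share as a covariate, with which 1176 genes were called. That share itself differed between control and PFNA libraries, so this fit also takes out PFNA effects that go with it. Angptl4 (chromosome 17, 33773750 to 33781830) rose from 87.0 ± 12.7 TPM (SD, n = 11) to 354 ± 40.7 TPM (SD, n = 10), a log2 fold change of 2.02 (SE 0.081, limma adjusted p = 3.9e-13), and 10 of 10 PFNA libraries lay above every control. Trib3 (chromosome 2, 152337422 to 152344032) rose from 4.15 ± 1.24 to 18.8 ± 6.41 TPM (log2 fold change 1.92, SE 0.17, limma adjusted p = 3.2e-07). Grb14, Myf5 and Ajuba were also higher, with log2 fold changes of 1.33, 2.36 and 1.49. Drd4 (chromosome 7, 141292006 to 141296464) fell from 27.8 ± 8.60 to 3.45 ± 2.02 TPM, a log2 fold change of -2.76 (SE 0.23, limma adjusted p = 1.5e-07). Nt5c3b, Lrrn2 and Fgfbp3 were lower, with log2 fold changes of -1.02, -1.83 and -2.32. For each of these genes 10 of 10 PFNA libraries lay beyond every control.

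Of the panel, Fshr (chromosome 17, 88984952 to 89200675) fell from 6.60 ± 1.30 to 2.30 ± 0.904 TPM (log2 fold change -1.24, SE 0.15, limma adjusted p = 7.4e-06). Pparg, Cyp19a1 and Inha were lower, with log2 fold changes of -1.02, -0.98 and -0.74 and limma adjusted p of 3.2e-05, 0.0018 and 0.00063. Areg and Ereg were higher, with log2 fold changes of 0.77 and 0.73 (adjusted p 0.048 and 0.015), at means of at most 3.23 TPM. The Areg call was lost in 14 of the 21 fits that each left out a library. Has2 was lower by limma (log2 fold change -0.55, adjusted p 0.025). Lhcgr, Cyp11a1, Star, Hsd3b1, Ppard and Tnfaip6 did not pass the threshold (limma adjusted p from 0.057 to 0.90). Ptgs2, Pgr and Ppara had means under 1 TPM and were not tested. The same held for Runx1, which is not a gene of the panel.

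PPAR targets were higher in the maturation window. Their median log2 fold change over 32 genes tested was 0.34 (camera adjusted p = 1.8e-07), and 10 of 10 PFNA libraries had a list score above every control. Among the alternatives the median moved most without a filter on low values, to 0.24. Of these genes 18 were called higher and 2 lower over all genes tested, and 21 were called when adjusted over the list alone. Proliferation genes were lower, with a median of -1.63 over 32 genes, all 32 called lower both over all genes and when adjusted over the list alone (camera adjusted p = 1.6e-27, 9 of 10 libraries below every control). Oocyte genes had a median of -1.98 over 26 genes (adjusted p = 4.9e-12, 24 called lower and 24 adjusted over the list alone, 8 of 10 libraries below every control). Cholesterol synthesis genes had a median of -0.42 over 25 genes (adjusted p = 9.3e-09, 20 called lower, 22 adjusted over the list alone, 9 of 10 libraries). Follicle maturation genes had a median of -0.31 over 28 genes (adjusted p = 0.018, 2 higher and 10 lower, 19 adjusted over the list alone, 6 of 10 libraries). ATF4 stress response genes had a median of 0.20 over 25 genes (adjusted p = 0.030, 9 higher and 3 lower, 13 adjusted over the list alone, 6 of 10 libraries). The call was lost when PFNA replicate 1, 2 or 5 was left out (medians 0.18, 0.11 and 0.18). Ovulatory genes had a median of 0.26 over 20 genes and did not pass (camera adjusted p = 0.33, 5 higher and 4 lower, 9 adjusted over the list alone). The members with the smallest p were Mvk (log2 fold change -1.22), Tle6 (-1.38), Tpx2 (-1.61) and Vcan (-1.68) in the cholesterol, oocyte, proliferation and ovulatory lists.

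The same comparison in the ovulation window asked which transcripts PFNA changed after hCG. Of 13441 genes tested with edgeR's quasi-likelihood test, 9837 had an adjusted p under 0.05, 5101 higher and 4736 lower. At least 2-fold changes were found for 3646 genes, 2434 higher and 1212 lower. Without a filter on low counts 12190 genes were called, the largest move among the alternatives. Ptgs2 (chromosome 1, 150100031 to 150108227) fell from 5694 ± 1997 CPM (SD, n = 12) to 151 ± 56.4 CPM (SD, n = 11), a log2 fold change of -5.21 (SE 0.25, edgeR adjusted p = 7.7e-15), with 11 of 11 PFNA libraries below every control. Runx1 (chromosome 16, 92601466 to 92826149) fell from 1405 ± 185 to 122 ± 28.2 CPM (log2 fold change -3.49, SE 0.12, edgeR adjusted p = 1.0e-17). Trim25, Phf23, Heg1 and Irf2bpl were lower, with log2 fold changes of -1.97, -1.42, -2.33 and -2.33. Jun (chromosome 4, 95049034 to 95052222) rose from 163 ± 13.0 to 1021 ± 130 CPM (log2 fold change 2.68, SE 0.069, edgeR adjusted p = 3.1e-20). Hsd17b11 and Bcar3 rose with log2 fold changes of 3.47 and 2.79. Hspa1a rose from 5.72 ± 1.77 to 698 ± 211 CPM and Hspa1b from 9.19 ± 1.94 to 1215 ± 420 CPM. These genes are near-identical copies, so the split of reads between them is uncertain.

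In the panel, Tnfaip6, Pgr, Ereg, Areg, Star, Cyp11a1 and Has2 were lower, with log2 fold changes of -4.11, -3.78, -3.68, -2.36, -2.13, -1.14 and -0.90 (edgeR adjusted p from 4.6e-11 to 0.0016). Inha and Ppara were lower, with log2 fold changes of -0.41 and -1.01. Fshr, Cyp19a1 and Lhcgr were higher, with log2 fold changes of 2.20, 2.23 and 1.80 (edgeR adjusted p 4.7e-12, 7.7e-09 and 0.00053). For Lhcgr the PFNA libraries spread widely (185 ± 208 CPM, SD, n = 11) and 5 of 11 lay above every control. Hsd3b1, Ppard and Pparg did not pass the threshold (edgeR adjusted p 0.16, 0.071 and 0.40).

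Ovulatory genes were lower in the ovulation window. Their median log2 fold change over 30 genes was -2.11 (camera adjusted p = 1.2e-07), with 24 called lower and 4 higher, 29 when adjusted over the list alone, and 11 of 11 PFNA libraries below every control. PPAR targets had a median of 0.66 over 33 genes (adjusted p = 2.3e-05, 22 higher and 5 lower, 27 adjusted over the list alone, 11 of 11 libraries), with Etfdh the member of smallest p (log2 fold change 2.23). Cholesterol synthesis genes had a median of -1.02 over 25 genes (adjusted p = 8.1e-07, 18 lower and 3 higher, 21 adjusted over the list alone, 11 of 11), with Sqle at -3.05. ATF4 stress response genes had a median of 0.85 over 25 genes (adjusted p = 4.1e-05, 17 higher and 6 lower, 23 adjusted over the list alone, 11 of 11), with Pck2 at 2.47. Follicle maturation genes had a median of 0.86 over 28 genes (adjusted p = 0.029, 15 higher and 9 lower, 24 adjusted over the list alone, 10 of 11), with Grb14 at 3.70. Proliferation genes had a median of 0.54 over 32 genes (adjusted p = 0.023, 24 higher and 1 lower, 25 adjusted over the list alone, 6 of 11), with Ccnb2 at 2.17. Oocyte genes had a median of 0.92 over 28 genes and did not pass (camera adjusted p = 0.073, 17 higher, 16 adjusted over the list alone, 6 of 11), with Nobox at 1.62. The list passed without control replicate 2 or 7 or PFNA replicate 5 (medians 1.001, 0.96 and 1.06). Over both windows every list called with the preset correlation was also called with fry. Unlike camera, fry tests a list against no change, not against the other genes. With 29.4% of maturation and 73.2% of ovulation genes called, passing fry adds little to the camera calls. With the correlation estimated from the data, the calls that held were PPAR targets in both windows (adjusted p 0.040 and 0.0011) and proliferation in the maturation window (0.040).

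**Figure D2:**
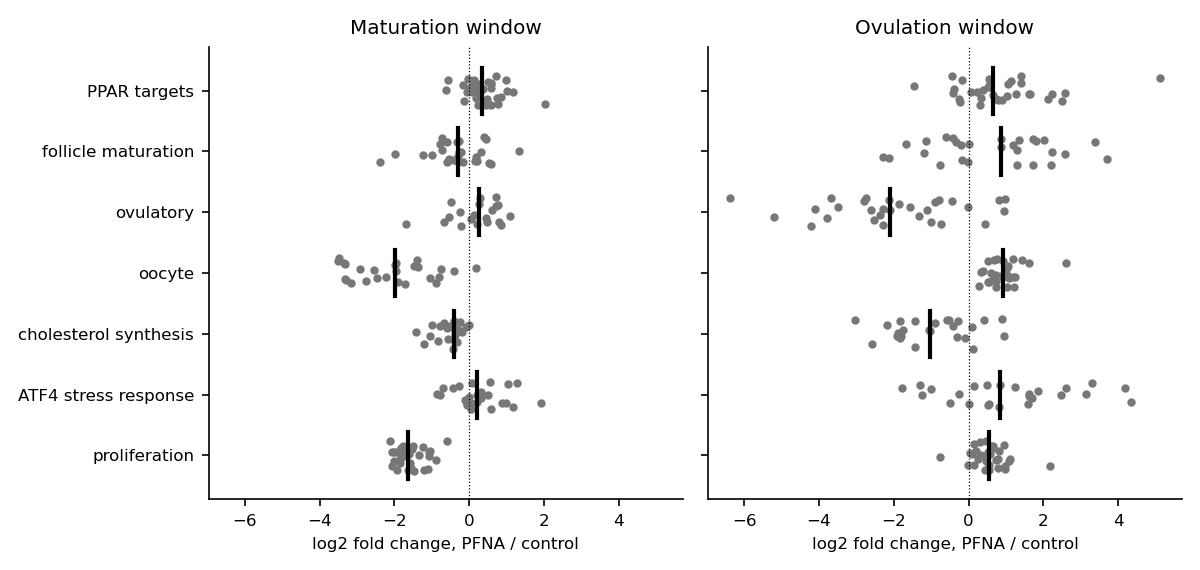
Log2 fold changes of list members in the maturation window (left) and the ovulation window (right), on a common horizontal axis, with genes as grey points and list medians as black bars. Ovulatory genes have a median of -2.11 in the ovulation window, and proliferation genes one of -1.63 in the maturation window.

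Whether PFNA acted alike in both windows was tested per gene. Among 11214 genes tested in both, 7666 had an effect that differed between windows (limma within each table, adjusted p under 0.05), 3466 with a higher and 4200 with a lower effect in the ovulation window. With median-ratio size factors 3858 were higher and 3777 lower, so neither direction held the majority under both scalings. Genes called in both windows numbered 2784, against 2728 from independence, and 1354 of them (48.6%) changed in the same direction. The Spearman correlation of the log2 fold changes across genes was -0.021, with a jackknife standard error over libraries of 0.031. Genes are not independent replicates, so no p-value is given. The largest move among the alternatives was to 0.040, with the oocyte share as a covariate in the ovulation window. The genes with the smallest p for a higher effect in the ovulation window were Csrnp3, Dap and Bcar3, with differences of 4.49, 2.13 and 2.60 on the log2 scale. Those for a lower effect were Cemip2, Jarid2 and Snapc1, with differences of -2.38, -2.51 and -2.12.

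The oocyte list held 0.0436 ± 0.00738% of TPM in maturation controls (SD, n = 11) and 0.0170 ± 0.0246% with PFNA (SD, n = 10), a lower share with PFNA (permutation p = 0.0036, two-sided, adjusted p = 0.0048). The difference was -0.0266 percentage points, and -0.0251 without the most abundant member of the list. In PFNA replicates 3 to 9 the share lay between 0.00318% and 0.00663%, and replicates 1, 2 and 10 had 0.0353%, 0.0255% and 0.0794%. In the ovulation window the share was 0.0403 ± 0.0183% of counts in controls (SD, n = 12) and 0.0746 ± 0.0296% with PFNA (SD, n = 11), a higher share (permutation p = 0.0031, adjusted p = 0.0048). PFNA replicate 5 was an exception, with a share of 0.0179% below the lowest control (0.0263%) and an oocyte list score of -2.25, where the other PFNA libraries had scores between 0.49 and 1.52. Control replicates 2 and 7 had shares of 0.0773% and 0.0792%. Genes whose sequence matches the mitochondrial genome took 17.4 ± 1.72% of TPM in maturation controls (SD, n = 11) and 20.8 ± 1.63% with PFNA (SD, n = 10), a share compared after the data were seen (permutation p = 0.00057, adjusted p = 0.0023).

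**Figure D3:**
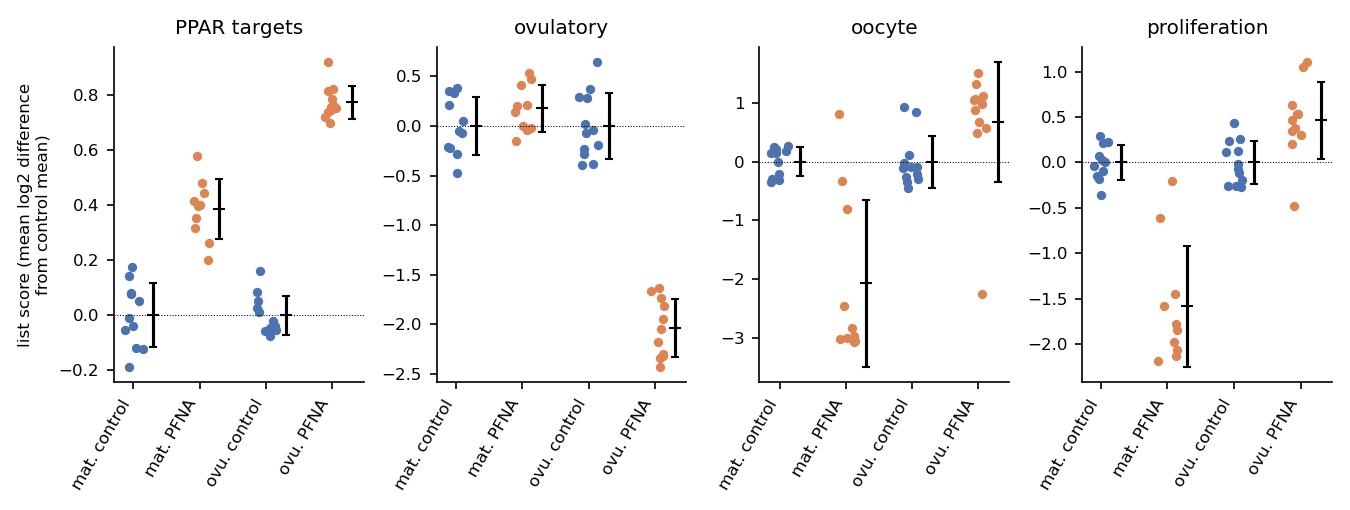
List scores per library for 4 of the lists in the maturation (mat.) and ovulation (ovu.) windows, with controls in blue, PFNA in orange, bars for mean and SD, and on the vertical axis of each panel, on its own scale, the mean log2 difference from the control mean over list members. The PPAR target score of every PFNA library lies above every control of its window.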

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

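Tests on GC and length trends, size factors for TPM, low values and the 2 PFNA libraries near the controls were chosen only after the result was seen, as was the use of the oocyte covariate, whose fit had been set earlier, to weigh lost oocyte RNA. In the maturation PFNA group of 10 libraries, 54 results were searched for a library whose gap to its neighbour exceeded Dixon's critical value for that number. There were 4 such results, where 2.7 are expected by chance. The other groups, of more than 10 libraries each, were not searched.

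Oocyte transcript share was the result with the widest gap. PFNA replicate 10 had a share of 0.0794%, and the next highest library had 0.0353%. In replicate 1, Fgfbp3 was at 80.9 TPM against 48.5 in the next library. Jun was at 6634 TPM in replicate 5 against 3935, and Trim25 at 32.3 TPM in replicate 10 against 26.3. These are values of single libraries, and no technical explanation was tested for them one by one.

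PFNA replicates 1 and 2 lay among the controls on the first principal component, which raised the question of control samples under PFNA labels. Their PPAR target scores were 0.20 and 0.26, above the highest control score of 0.18, which argues against that explanation, by a small margin for replicate 1. A partial exposure, or follicles that differed at the start, stays open and was not tested.

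Oocyte transcripts were lower in the maturation window with PFNA. Scaling each library to a fixed total does not account for this, since the median log2 fold change of the list was -2.01 with median-ratio size factors, nor do GC and length trends, with -1.91 once they were removed. In 8 of the 100 splits of the 21 libraries the camera p of the list was as small, so camera alone does not separate this list from other groupings. A loss of oocytes and a change in somatic RNA per oocyte may both lower the share, and neither was tested.

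Proliferation transcripts were lower in the maturation window with PFNA, and 1 of the 100 splits, the real one, gave a camera p as small. With the oocyte share as a covariate the median was -0.87, nearer to 0 than -1.63 but past the threshold, which argues against lost oocyte RNA as the whole cause. Median-ratio size factors gave -1.66 and removal of GC and length trends -1.70. A lower number of dividing somatic cells is a hypothesis that may account for the remainder, untested here.

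PFNA effects differed between the windows for 7666 genes. In 100 random draws of splits within each window 1 gave as many, the real one, and the others reached at most 2702 genes. These splits stand for no PFNA effect in either window, not for equal effects, so they cannot decide whether the effects differ. Removing GC and length trends left 7632 genes, and 70.3% of the genes with means of at least 5 TPM and 5 CPM differed, against 68.4% of all, which argues against those trends and against low values compressed by the pseudocount as the whole cause. Dividing the ovulation values by transcript length and rescaling left 7374 genes, but a divisor per gene nearly cancels in a log2 effect within a table, so this says nothing about the units. A batch that shifted all libraries of a table alike would nearly cancel too. The windows were deposited as separate tables with differing gene models, so a batch that altered the PFNA effect itself cannot be told apart from the window. A difference between follicle stages may be the reason and stays open.

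PFNA effects on the 7 list scores were compared between windows by permuting the PFNA labels within windows, and 6 lists passed. Such permutations stand for no PFNA effect in either window, not for equal effects, so they cannot decide whether the effects differ. The differences, ovulation minus maturation, were 0.40 for PPAR targets (adjusted p = 0.046), 0.86 for follicle maturation, -1.64 for ovulatory and 2.05 for proliferation (each p the smallest that permutations can give, adjusted 2.3e-05), 2.71 for oocyte (adjusted p = 0.00012) and 0.80 for ATF4 stress response (adjusted p = 0.0016). Cholesterol synthesis had a difference of -0.51 that did not pass (adjusted p = 0.083). With the ovulation values divided by transcript length 6 lists passed the same permutations. A divisor per gene nearly cancels in a log2 effect within a table, so this says nothing about the units.

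Single genes whose effect was higher in the ovulation window were Hspa1b (4.73), Hspa1a (4.54), Csrnp3 (4.49), Ccnb2 (4.06), Nobox (3.399), Fshr (3.34), Drd4 (3.21), Fgfbp3 (3.17), Cyp19a1 (3.13), Hsd17b11 (2.90), Lrrn2 (2.63), Bcar3 (2.60), Grb14 (2.35), Tle6 (2.34), Dap (2.13), Etfdh (2.09), Pck2 (2.09), Tpx2 (2.09), Lhcgr (1.73), Jun (1.67), Trib3 (1.56), Mvk (1.25), Nt5c3b (1.01) and Pparg (0.88), on the log2 scale. Those with a lower effect were Ereg (-4.81), Tnfaip6 (-4.22), Areg (-3.33), Heg1 (-2.80), Irf2bpl (-2.75), Sqle (-2.65), Star (-2.53), Jarid2 (-2.51), Cemip2 (-2.38), Snapc1 (-2.12), Cyp11a1 (-2.04), Trim25 (-1.64), Phf23 (-1.39), Vcan (-1.16), Angptl4 (-0.81) and Ajuba (-0.74). Many of these were picked for a small p in either window, so their number says nothing about how common such differences are.

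Most genes changed in the ovulation window. In 1 of the 100 splits, the real one, as many genes were called, and as many changed at least 2-fold. The largest count of the other splits was 3741 genes. The 10 genes of highest mean CPM held 4.68% of the counts, which argues against a few genes taking most of them. With so small a share, leaving these genes out could change little, and 9832 genes were called. With GC and length trends removed 9819 genes were called, so those trends do not account for the count. In the maturation window 1 of the 100 splits, the real one, gave as many genes, also for changes of at least 2-fold, and the others reached at most 463 genes.

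For PPAR targets 1 of the 100 splits, the real one, gave a camera p as small, in each window. For the other lists the splits with a p as small were 38 for follicle maturation, 47 for ovulatory, 21 for cholesterol synthesis and 27 for ATF4 stress response in the maturation window, of 100. In the ovulation window they were 9 for follicle maturation, 5 for ovulatory, 65 for oocyte, 8 for cholesterol synthesis, 9 for ATF4 stress response and 59 for proliferation. By the camera p alone those lists were not set apart from other groupings of the same libraries. Their scores per library say more for some lists of the ovulation window. There 11 of 11 PFNA libraries lay beyond every control for the ovulatory, cholesterol synthesis and ATF4 stress response lists. For the ovulatory list the PFNA scores lay between -2.43 and -1.63 and those of controls between -0.40 and 0.64. A random grouping would rarely part the libraries in this way, which argues against it for the lists with 11 of 11. In that window 10 of 11 lay beyond every control for follicle maturation, and 6 of 11 for oocyte and for proliferation. In the maturation window 9 of 10 did for cholesterol synthesis and 8 of 10 for oocyte. For follicle maturation and ATF4 stress response 6 of 10 did, and for ovulatory 3 of 10.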

How the results depend on the processing

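Tests with other pseudocounts, size factors or filters for TPM, rescaling without mitochondrial-like genes, GC and length trends, and single libraries left out were chosen only after the result was seen. Pearson's correlation between windows, without a covariate, was -0.055 where Spearman's was -0.021. The totals of genes changed in the ovulation window (8160 to 12190 genes) and of genes whose effect differs between windows (5569 to 10274) stayed within 1.5 times their reported values, but the direction of the majority did not hold. For the difference, 3466 higher and 4200 lower became 5536 and 4738 without a low-value filter and 3858 and 3777 with median-ratio size factors. In the ovulation window 5101 and 4736 became 4407 and 4422 with the oocyte share as a covariate. In the maturation window 1824 higher and 2206 lower became 2725 and 1878 after rescaling without mitochondrial-like genes, and 606 and 570 with that covariate. Results that kept their direction and side of the threshold under every alternative run were PPAR targets in both windows, ovulatory genes in the maturation window, the oocyte transcript shares, and proliferation genes in the maturation window. Without maturation control replicate 6, whose column name did not match its title, 3659 genes were called.

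With the oocyte share as a covariate 1176 genes were called in the maturation window (606 higher, 570 lower) and 298 changed at least 2-fold. Proliferation in the ovulation window had a median of 0.18 and no longer passed. The oocyte list went to 0.013 in the maturation and -0.090 in the ovulation window, which the covariate causes by its construction. With the covariate in the ovulation window alone, the Spearman correlation between windows moved to 0.040. Reversed genes were Drd4 (-0.23), Nt5c3b (-0.14) and Pparg (0.18) in the ovulation window, Etfdh (-0.048), Phf23 (0.064) and Tnfaip6 (-0.18) in the maturation window, and Hsd3b1 for the difference between windows (0.056). None of these results had passed the threshold in the main test. Of 137 results of named genes under this covariate, 17 lost their call, most of those lost under all alternatives. The cause was not tested.

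With camera's correlation estimated from the data the medians are those of the preset test, and the calls lost were, in the maturation window, follicle maturation (-0.31), oocyte (-1.98), cholesterol synthesis (-0.42) and ATF4 stress response (0.20), and in the ovulation window, follicle maturation (0.86), ovulatory (-2.11), cholesterol synthesis (-1.02), ATF4 stress response (0.85) and proliferation (0.54). With fry the oocyte list of the ovulation window passed (0.92). The adjusted p of the calls lost lay between 0.11 and 0.62.

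With limma-voom and sample quality weights the follicle maturation list of the ovulation window did not pass (0.82), the oocyte list did (0.83), and Pparg reversed to 0.045. With sample quality weights in the maturation window follicle maturation (-0.26) and ATF4 stress response (0.13) did not pass. The cause was not tested.

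At least 2-fold changes in the ovulation window numbered 6033 without a low-count filter and 2246 with at least 10 counts in every sample, which follows from more or fewer low genes. In the maturation window they numbered 262 with a pseudocount of 5 and 320 with at least 1 TPM in every sample. Under the latter the oocyte list (-0.80) and ATF4 stress response (0.059) did not pass. That filter includes the PFNA libraries, so it removes oocyte genes that fell far enough, and the median left is the value of Uchl1. The lost oocyte call therefore says nothing about how firm the fall of that list was.

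Rescaling TPM without mitochondrial-like genes moved the split of calls in the maturation window from 45.3% to 59.2% higher (2725 higher, 1878 lower), with a median shift of all genes of 0.058. ATF4 stress response (0.26) did not pass, and Cemip2 (0.0042) and Phf23 (0.018) changed sign. Removing GC and length trends reversed Csrnp3 (-0.080), Jarid2 (-0.074) and Snapc1 (-0.038) in the maturation and Nt5c3b (-0.038) in the ovulation window. Median-ratio size factors reversed Hsd3b1 for the difference between windows (0.077). The cause was not tested.

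Replicate numbers did not pair the samples. Of 9 pairs in the maturation window 1 had a correlation over 0.1 (median -0.031), and of 11 in the ovulation window 0 did (median -0.063). The fit with a replicate block kept only the libraries of these 9 and 11 pairs, so it also had fewer libraries. With it 2898 genes were called in the maturation and 9298 in the ovulation window. ATF4 stress response in the maturation window had a median of 0.20 and did not pass, and Csrnp3 (-0.044) and Ppard (-0.032) changed sign.

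In the 21 maturation and 23 ovulation fits that each left out a library, counts of changed genes lay between 3586 and 4588 and between 9654 and 10029. ATF4 stress response in the maturation window ranged from 0.11 to 0.24, and lost its call without PFNA replicate 1 (0.18), 2 (0.11) or 5 (0.18). The oocyte list of the ovulation window ranged from 0.79 to 1.06, and passed without control replicate 2 (1.001) or 7 (0.96) or PFNA replicate 5 (1.06). Tnfaip6 (-0.036 to 0.11) and Ppard (-0.011 to 0.049) in the maturation window, Nt5c3b in the ovulation window (-0.0099 to 0.16) and Hsd3b1 for the difference between windows (-0.094 to 0.047, 44 fits) crossed 0. Areg in the maturation window ranged from 0.64 to 0.96 and lost its call in 14 of 21 fits. Calls were gained in 1 to 5 fits each for Cyp11a1 and Hsd3b1 in the maturation window, Drd4, Hsd3b1 and Ppard in the ovulation window, and Has2 and Ppard for the difference between windows.

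Among the results of named genes, over all alternatives other than leaving out each library in turn, 1252 were unchanged, 25 became weaker, 10 stronger and 17 reversed. None of the 17 had passed the threshold in the main test, so no call of a named gene changed direction. Their main adjusted p lay between 0.070 (edgeR, Drd4 in the ovulation window) and 0.97 (limma, Hsd3b1 for the difference between windows). The fit of the 4 groups together was not run, since the tables differ in unit. limma-voom, DESeq2 and the filter of 10 counts need counts and were not run in the maturation window or for the difference. No library had a total low enough to be left out by the planned rule on library totals, so that fit was not run. The unknown depth of the maturation window limits what can be said of genes near 1 TPM.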

Other observations

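All tests of this part were chosen only after the result was seen.

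Cd3e (chromosome 9, 44998740 to 45009627), chosen after its values were seen, was at 0 to 0.516 CPM in the 12 ovulation controls, at most 7 counts, and at 150.3 to 630.3 CPM in the 11 PFNA libraries (mean 271 ± 136, SD, n = 11). The lowest PFNA library was 291-fold above the highest control, and edgeR gave a log2 fold change of 10.48 with adjusted p = 4.6e-17. In the maturation window no library exceeded 0.222 TPM. Of the T-cell list 21 of 26 genes are in the table, with a median of 0.462 CPM in PFNA libraries. Its most abundant members were Laptm5 (6.77 CPM), Cd3g (6.10) and Lck (5.96), and 4 of the 6 that passed the filter on low counts were higher. Cd3g, which lies near Cd3e, was at 0 in controls. T-cell RNA would bring its abundant transcripts at levels near that of Cd3e, so it is an unlikely source of most of the signal. Of genes within 100 kb that are transcribed toward Cd3e, Cd3d on the other strand had the highest mean in PFNA libraries, 1.43 CPM, and Gm10684 on the same strand had 0.108 CPM, which argues against transcription running on from a neighbour. Transcription of the gene itself and reads from another source assigned to it both stay open, since the reads were not used here.

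Hspa1a and Hspa1b rose in both windows. Reads moved between these near-identical copies do not explain it, since the summed pair rose by 6.87 on the log2 scale in the ovulation window (permutation p = 1e-05, the smallest that permutations can give) and by 2.13 in the maturation window (permutation p = 0.00014). A general heat-shock response is a candidate explanation. The 18 heat-shock genes without the pair had a median of 0.53 in the ovulation window (14 higher, 2 lower, camera p 2.9e-05, or 0.14 with the correlation estimated) and of 0.14 in the maturation window (7 higher, 1 lower, p 0.028, or 0.34). The estimated correlation keeps the question open in both windows.

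The mitochondrial-like share was higher in maturation PFNA libraries. The 7 genes that make it up were chosen for their match to mitochondrial transcripts, and at least 97.2% of the 31-mers of each occur there. Reads from the mitochondrial genome are a candidate source that cannot be told apart from expression of the nuclear copies, because the genes were chosen by that measure and no mitochondrial row is in the table.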
